A study of Mus musculus with 8 samples. Its data were reported in "The critical role of the proto-oncogene c-Kit in TSC renal cystogenesis" (2025).

How the data were processed

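Total kidney RNA from 8 samples labelled as 28 days old, 4 WT (C57BL/6) and 4 Tsc1-KO (Tsc1 floxed mice with Aqp2-Cre), was selected for poly(A), fragmented, reverse-transcribed and sequenced on an Illumina HiSeq system, per the labels. The study states that its RNA-seq analysis was done by Novogene, which aligned clean reads to a mouse genome. The submitters' processing notes name HISAT2 2.0.4 and HTSeq 0.9.1. The genome build, the annotation and the tool behind the authors' differential test are not given in the sources used here. Of the 30551 gene identifiers shared with the GRCm38 annotation used for checking, 29756 had the same chromosome, start and end, so positions are given as in GRCm38.

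The deposited table gives for each gene and library a raw read count made by the authors with HTSeq. It also holds the authors' FPKM values, which scale fragments by gene length and library total, and a normalized signal per library, which the authors made by dividing each count by 1 size factor per library. The authors' group means of that signal, the authors' log2 fold change of Tsc1-KO over WT, and the authors' p-value and adjusted p-value stand beside them. Counts were used for every comparison, FPKM for 1 alternative, and the authors' log2 fold changes and adjusted p-values only for a comparison of calls. The deposited sheets of higher genes (1005), lower genes (501) and higher protein-coding genes (895) repeat the full table, with a highest adjusted p of 0.0501 among the higher genes. The deposited sheets of microRNAs, of bidirectional promoter transcripts and of long intergenic RNAs were not used here because they repeat the full table. Samples were grouped by the genotype in their labels. The labels do not say that each library came from a separate animal, so p-values measure the spread between these libraries. The labels give no batch or date of sequencing.

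Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, read with version 1.17.8 of the data.table package. Genes were kept by filterByExpr (minimum count 10), which left 18048 of 30587 genes, and the 12539 others held 0.116% of all counts. Where 1 of 24 symbols stood on more than 1 identifier, the identifier with the highest mean count was used. Libraries were scaled by TMM (factors 0.961 to 0.979 in WT and 1.01 to 1.05 in Tsc1-KO), and genotype was tested with the edgeR quasi-likelihood test with robust dispersion. P-values were two-sided and adjusted by Benjamini-Hochberg over all tested genes, and a gene was called at an adjusted p under 0.05. The biological coefficient of variation was 0.241. Levels are TMM-scaled counts per 1000000 (CPM), with mean ± SD over 4 libraries. The SE of a log2 change is the change divided by the square root of its F statistic and is not given for genes with no count in 1 group. The fold of such a gene is a lower bound, computed against 3 counts over the group. Such bounds cover counting error only, and reads without molecular identifiers are not independent molecules.

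Before the data were examined, 34 gene lists were fixed: A-type intercalated cell transcripts named by the study, other and B-type intercalated cell genes, V-ATPase subunits, principal cell, proximal tubule, thick ascending limb, distal convoluted tubule, podocyte, endothelial, myeloid, T cell, B cell, neutrophil, mast cell, red blood cell, injury, fibroblast, cell cycle, glycolysis, sterol, ATF4, lysosome, TSC-mTORC1, receptor tyrosine kinase, immediate early, chemokine, interferon, fatty acid oxidation, cystic disease, sex-linked, male-biased, female-biased and mitochondrial genome genes. Some genes stand on more than 1 list. Sets were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry, which tests whether genes of a set move one way and does not compare them with other genes. P-values of sets were adjusted over the 32 lists with enough tested members, and gene calls were counted over all genes and adjusted over the list alone.

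The genes named in the text follow a rule fixed before the data were examined: Tsc1; the A-type intercalated cell transcripts named by the study; the 10 highest and 10 lowest log2 changes among called protein-coding genes with a standard symbol, a mean count of at least 50 and no overlap between the genotypes; up to 4 members of each list with the smallest adjusted p; and sex-linked, strain-dependent and red blood cell genes as checks. Not every gene that this rule names is reported here. The genes Aqp2, Kitl, Car2, Atp6v1b1, Atp6v0a4, Sesn2, Trib3, those with near-identical copies that the rule did not name, Ifi202b, H2-Ea-ps and the genes that open the other observations were chosen after their values were seen.

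The pipeline was tested on simulated counts with the depths and dispersions of these libraries. For edgeR, 50 genes with a mean above 1 CPM were changed at each size among 17708 genes. The share recovered was 10% at a log2 change of 0.5, 72% at 1, 92% at 2 and 96% at 3, with 16 false calls. Genes at or below 1 CPM were not changed, so their recovery was not measured. A list shifted by a log2 change of 1 was found by camera, with 0 of the other lists called. Genes were simulated independently of each other, so this does not test the preset correlation of 0.01 where genes of a list move together. In the real libraries the estimated correlation ranged from -0.0905 (TSC-mTORC1 genes) to 0.904 (red blood cell genes), with 0.767 for the A-type intercalated cell transcripts.

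Alternatives fixed beforehand were DESeq2 size factors, library totals without TMM, no filter on low counts, a filter of CPM above 1 in at least 4 libraries, the Wald test of DESeq2 1.42.0, limma-voom, dispersion without robust fitting, 1 surrogate variable from sva 3.50.0, each library left out in turn, log2(FPKM + 1) with limma (fitted to all 18048 genes and fixed as an alternative for Kit, Foxi1 and Tsc1), protein-coding genes only, and windows of 10 and 40 Mb around Tsc1. After the data were seen, 4 more were added: a term for Y-linked reads (libraries with more than 100 such reads against the rest), the libraries with Y-linked reads alone, those without them alone, and the calls without genes within 20 Mb of Tsc1. Calls near Tsc1 were compared with Fisher's exact test, with Tsc1 itself left out.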

Results

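Kidney RNA at 28 days of age was compared between 4 wild-type C57BL/6 libraries (WT 1 to 4) and 4 libraries from mice in which a Cre recombinase driven by Aqp2 removes floxed Tsc1 from the principal cells of the collecting duct (Tsc1-KO 5 to 8). Tsc1 encodes hamartin, a part of the complex that holds back mTORC1 signaling. The libraries held between 26453073 counts (WT 2) and 31226739 counts (Tsc1-KO 7) over 30587 genes, and 18048 genes had enough counts to be tested. Log2 CPM (read counts per 1000000 counts of the scaled library) correlated across genes at Pearson's r between 0.969 and 0.983 for libraries of the same genotype and between 0.948 and 0.977 for libraries of different genotype, where genes are not independent replicates. The smallest chi-square per degree of freedom between the counts of any pair was 24.5, so none was a copy of another and all 8 were kept. Tsc1-KO 7 was closer to WT 4 (r = 0.977, chi-square per degree of freedom 26.1) than to any other Tsc1-KO library (r of 0.969 to 0.975, chi-square per degree of freedom 62.8 to 80.3). WT 3, WT 4, Tsc1-KO 7 and Tsc1-KO 8 carried between 3945 and 6001 reads of Y-linked genes and the other 4 libraries between 0 and 8. The labels give no sex, and each genotype held 2 libraries of either kind.

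The comparison asks which transcripts differ in the kidney when Tsc1 is deleted in principal cells, at the younger of the ages that the study compared with WT. Of 9 transcripts of acid-secreting A-type intercalated cells that the study names, chosen partly on these same samples, 8 rose. Among them Foxi1, the transcription factor that specifies intercalated cells, was 3.82-fold higher in Tsc1-KO kidneys. Kit, the receptor tyrosine kinase that the study follows, was 2.07-fold higher. Of 12 other intercalated cell genes, fixed before the data were examined, 4 rose. Genes of the amino acid stress response, of myeloid cells, of chemokines and complement and of tubule injury were also higher as sets, and proximal tubule genes were lower, when a preset correlation between genes was used; with an estimated correlation none of these sets passed, nor did the A-type intercalated cell transcripts. In all, 632 genes were higher and 210 lower in Tsc1-KO at an edgeR adjusted p under 0.05 (75.1% higher), and each of these genes had an absolute log2 change above 0.3. Among them, 567 of the higher and 182 of the lower genes were protein-coding. A log2 change of at least 1 was seen in 389 of the higher genes, and one of -1 or below in 85 of the lower genes. In 818 of the 842 called genes, all 4 libraries of one genotype lay above all 4 of the other. Such a separation was present in 11.5% of all tested genes, where chance gives 2.86%. The counts depended on single libraries: leaving out 1 at a time gave 321 (without WT 3) to 833 (without Tsc1-KO 7) higher genes and 107 (without WT 1) to 373 (without Tsc1-KO 7) lower genes. With the Y-linked reads added to the model as a term, 779 genes were higher and 317 lower.

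Foxi1 (ENSMUSG00000047861, chromosome 11, 34204338 to 34208089, minus strand, coordinates as in GRCm38) rose from 39.8 ± 8.48 CPM (SD, n = 4) in WT to 152 ± 46.8 CPM (SD, n = 4) in Tsc1-KO. Its log2 change was 1.93 (SE 0.23, adjusted p = 0.00127). Kit (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722, plus strand) rose from 28.3 ± 3.49 CPM (SD, n = 4) to 58.6 ± 13.3 CPM (SD, n = 4), a log2 change of 1.05 (SE 0.17, adjusted p = 0.00544). For both genes every Tsc1-KO library lay above every WT library, and both calls were kept when any 1 library was left out. Within the libraries with Y-linked reads the log2 change of Kit was 0.96 (adjusted p = 0.327) and that of Foxi1 1.90 (adjusted p = 0.0708). Within the libraries without them it was 1.11 for Kit (adjusted p = 0.0134) and 1.94 for Foxi1 (adjusted p = 0.00218). Kitl, which encodes the ligand of Kit, had a log2 change of 0.13 (SE 0.15, adjusted p = 0.74).

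Of the 9 A-type intercalated cell transcripts that the study names, 8 rose, and 9 did when p-values were adjusted over the list alone. The study chose these names partly on the same samples, so their direction is not independent evidence. The largest change belonged to Atp6v0d2 (ENSMUSG00000028238, chromosome 4, 19876841 to 19922605), a V-ATPase subunit, which rose from 35.6 ± 6.05 CPM (SD, n = 4) to 182 ± 53.7 CPM (SD, n = 4), a log2 change of 2.35 (SE 0.23, adjusted p = 0.000312). The V-ATPase subunits Atp6v1g3 (2.01) and Atp6v1c2 (1.10), the basolateral anion exchanger Slc4a1 (1.12), the water channel Aqp6 (1.02) and the ammonia transporter Rhcg (0.87) followed on the log2 scale. Rhbg, a second ammonia transporter, had a log2 change of 0.56 and missed the threshold (adjusted p = 0.116), though it was called with the Y-linked term in the model (adjusted p = 0.0273). With 1 library left out at a time, Atp6v0d2, Atp6v1g3 and Slc4a1 stayed past the threshold in all 8 fits, Atp6v1c2 in 5, Rhcg in 2 and Aqp6 in 1. As a set the 9 transcripts were higher (camera adjusted p = 3.9e-18 with a preset correlation), but not with an estimated correlation (adjusted p = 0.141). Their directional fry test gave an adjusted p of 0.0108.

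**Figure D1:**
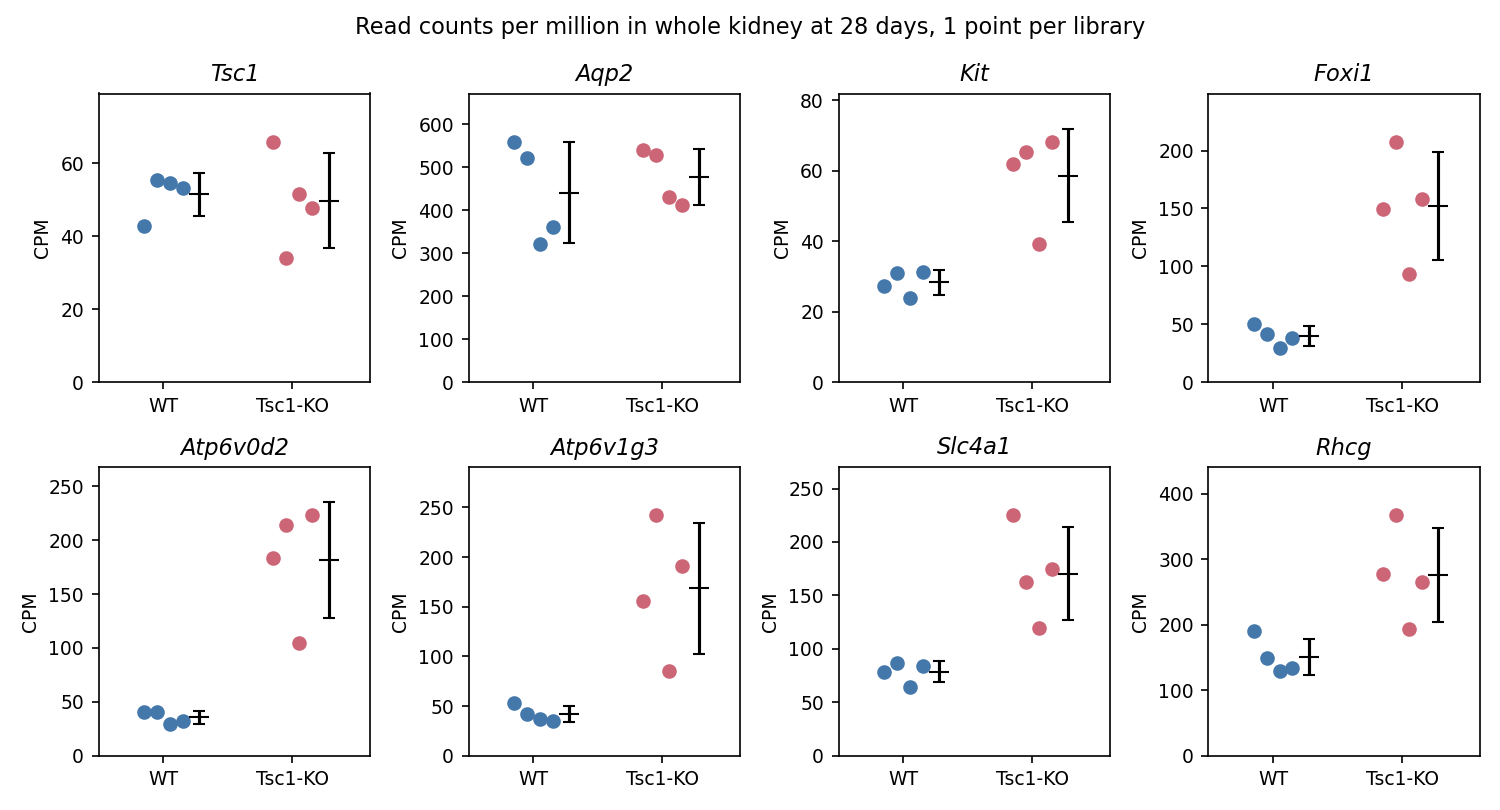
Library-size scaled read counts (CPM, vertical axis from 0) of 8 genes in each WT (blue) and Tsc1-KO (red) kidney library, with the mean and SD of the 4 libraries beside the points. Kit, Foxi1, Atp6v0d2, Atp6v1g3, Slc4a1 and Rhcg were higher in every Tsc1-KO library than in any WT library, while Tsc1 and Aqp2 overlapped between genotypes.

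A list of 12 further intercalated cell genes, fixed before the data were examined, had 4 that rose: the transcription factor Dmrt2 (log2 change 2.51), Hepacam2 (1.98), the adhesion receptor Adgrf5 (1.58) and the chloride transporter Clcn5 (0.99). Of the 12, 11 had positive values and 1, Slc26a7, a negative one (-0.78, adjusted p = 0.212). Adjusted over the list alone, 5 rose, and as a set the list was higher (adjusted p = 3.6e-08; adjusted p = 0.141 with an estimated correlation). General markers of intercalated cells did not pass: Car2 had a log2 change of 0.36 (adjusted p = 0.218), Atp6v1b1 of 0.33 (adjusted p = 0.278) and Atp6v0a4 of 0.22 (adjusted p = 0.454); they were singled out after their values were seen. None of 5 B-type intercalated cell genes was called, over all genes or adjusted over the list alone. Hmx2 came closest with a log2 change of -0.53 (adjusted p = 0.123), and the set did not pass (adjusted p = 0.183). Of 16 V-ATPase subunits found in most cell types, Atp6ap1 (0.67) and Atp6ap2 (0.58) rose and Atp6v1g1 (-0.52) fell, 2 rose and 1 fell over the list alone, and the set did not pass (adjusted p = 0.0783), although it was higher with the Y-linked term in the model (adjusted p = 0.0424). Atp6ap1 and Atp6ap2 each kept the call in 2 of the 8 fits with 1 library left out, and Atp6v1g1 in 1.

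The targeted gene itself did not differ at the level of whole-gene counts. Tsc1 (ENSMUSG00000026812, chromosome 2, 28641228 to 28691167, plus strand) had 51.4 ± 5.84 CPM (SD, n = 4) in WT and 49.7 ± 13.1 CPM (SD, n = 4) in Tsc1-KO, a log2 change of -0.05 (SE 0.18, adjusted p = 0.933). The count covers all exons and all cells of the kidney, and it does not check the genotype labels. The sign turned to 0.09 when Tsc1-KO 6 was left out. Aqp2, the water channel whose promoter drives the Cre, had a log2 change of 0.11 (SE 0.18, adjusted p = 0.825), which turned to -0.03 without WT 3. Of 10 tested principal cell genes, the transcription factor Gata3 (0.73) and the sodium channel subunit Scnn1g (0.48) rose and Fxyd4, a sodium pump regulator, fell (-0.69). Over the list alone 3 rose and 1 fell, and the set did not pass (adjusted p = 0.661). Gata3 kept the call in 6 of the 8 fits with 1 library left out, Fxyd4 in 4 and Scnn1g in 1. None of 9 genes of the TSC-mTORC1 pathway was called over all genes or over the list alone, among them Tsc2 (-0.12, adjusted p = 0.635), and the set had an adjusted p of 0.773. Of 17 genes on the list of receptor tyrosine kinases and Kitl, which leaves out Kit itself, Fgfr2 alone rose (1.17, adjusted p = 0.000797). Fgfr2 was also the only call over the list alone, and the set had an adjusted p of 0.394.

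Proximal tubule genes were lower together. All 15 had a negative log2 change, with a median of -0.50, and 4 fell: the phosphate transporter Slc34a1 (-0.65), the myo-inositol oxygenase Miox (-0.61), the transcription factor Hnf4a (-0.59) and the gluconeogenic enzyme Fbp1 (-0.52). Adjusted over the list alone, 10 fell, and the set was lower (adjusted p = 5.0e-08; adjusted p = 0.141 with an estimated correlation). Miox kept its call in all 8 fits with 1 library left out, Slc34a1 in 5, Fbp1 in 3 and Hnf4a in 1. Fatty acid oxidation genes, which proximal tubules express at high levels, were lower as a set (adjusted p = 0.0312; adjusted p = 0.337 with an estimated correlation): Acadm (-0.75) and Cpt2 (-0.44) fell out of 10, and 4 fell over the list alone. Cpt2 kept the call in 2 of the 8 fits and Acadm in 1. The 13 protein genes of the mitochondrial genome all had negative values, with a median of -0.14, but none was called by either adjustment and the set did not pass (adjusted p = 0.105).

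In other nephron segments single genes changed. Pvalb, a calcium-binding protein of the distal convoluted tubule, fell from 54.6 ± 7.21 to 13.1 ± 5.36 CPM (SD, n = 4 each), the only call among 6 genes of that segment over all genes or over the list alone (set adjusted p = 0.0511, and lower with an adjusted p of 0.0391 when the Y-linked term was in the model). The podocyte phosphatase Ptpro fell (-1.66, adjusted p = 0.00141), again the only call of 7 by either adjustment, while the podocyte set was lower (adjusted p = 0.0103; adjusted p = 0.509 with an estimated correlation) and Nphs1 had a log2 change of -0.40 (adjusted p = 0.186). None of 8 thick ascending limb genes was called by edgeR over all genes, with 1 higher and 1 lower over the list alone. With the Y-linked term in the model 1 was higher. The set did not pass without that term (adjusted p = 0.46) or with it (adjusted p = 0.511). Among them Ptger3 had a log2 change of 0.64 (adjusted p = 0.111), Cldn10 of -0.36 (adjusted p = 0.102) and Egf of -0.31 (adjusted p = 0.443). The authors' deposited adjusted p was 0.0464 for Ptger3 and 0.0404 for Cldn10. Neither 9 endothelial genes (set adjusted p = 0.854) nor 10 genes of inherited cystic kidney disease (set adjusted p = 0.283) held a call by either adjustment.

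Genes of the amino acid response that ATF4 controls held 8 calls among 14 members, all higher, and over the list alone 9 were higher and 1 lower. With the Y-linked term in the model, 8 were higher and 1 lower over all genes. Slc7a11, the cystine transporter, had a log2 change of 3.58 (SE 0.48), Chac1, which degrades glutathione, of 2.91 (SE 0.46), the pseudokinase Trib3 of 1.85 (SE 0.34), asparagine synthetase Asns of 1.75 (SE 0.29) and the mitochondrial folate enzyme Mthfd2 of 1.39 (SE 0.24). The set was higher (adjusted p = 1.5e-07; adjusted p = 0.204 with an estimated correlation). Slc7a11 and Chac1 rested on few reads in WT, at 0.112 ± 0.0613 and 0.399 ± 0.115 CPM (SD, n = 4 each). Sesn2 (0.57, adjusted p = 0.0408) was called although its groups overlapped. Of 13 lysosomal and TFEB target genes 4 rose, among them Gpnmb (3.18), the Rag GTPase Rragd (1.24) and Hexa (0.86), 5 did over the list alone, and the set was higher (adjusted p = 0.0103; adjusted p = 0.509 with an estimated correlation). Pdk1, a mitochondrial kinase that inhibits pyruvate dehydrogenase, rose from 25.6 ± 2.01 to 70.4 ± 6.35 CPM (SD, n = 4 each). It was the only one of 10 glycolysis and hypoxia genes called by either adjustment, with the set at an adjusted p of 0.0328 (adjusted p = 0.204 with an estimated correlation). Of 11 sterol and lipid synthesis genes, Sqle (0.85) was called over all genes, Srebf1 was not (0.56, adjusted p = 0.0645), 3 rose over the list alone, and the set did not pass (adjusted p = 0.133). With 1 library left out at a time, the calls of Sesn2 (1 of 8 fits), Gpnmb (2), Sqle (3) and Hexa (7) were lost in some fits. Gpnmb also rested on few reads in WT, at 0.347 ± 0.222 CPM (SD, n = 4).

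Immediate early genes and cell cycle genes were also higher as sets. All 9 immediate early genes had positive values; Atf3 (2.39), Fos (1.67) and Nr4a1 (1.46) rose, 7 did over the list alone, and the set was higher (adjusted p = 7.4e-07; adjusted p = 0.141 with an estimated correlation). Of 26 cell cycle genes 25 had positive values, with a median of 0.73. Bub1b, a mitotic checkpoint kinase, was called over all genes (1.43, adjusted p = 0.0163), in 5 of the 8 fits with 1 library left out, while Aurka (0.89, adjusted p = 0.0776) and Mcm3 (0.76, adjusted p = 0.0781) were not. Over the list alone 11 rose, and the set was higher (adjusted p = 7.1e-07; adjusted p = 0.509 with an estimated correlation).

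**Figure D2:**
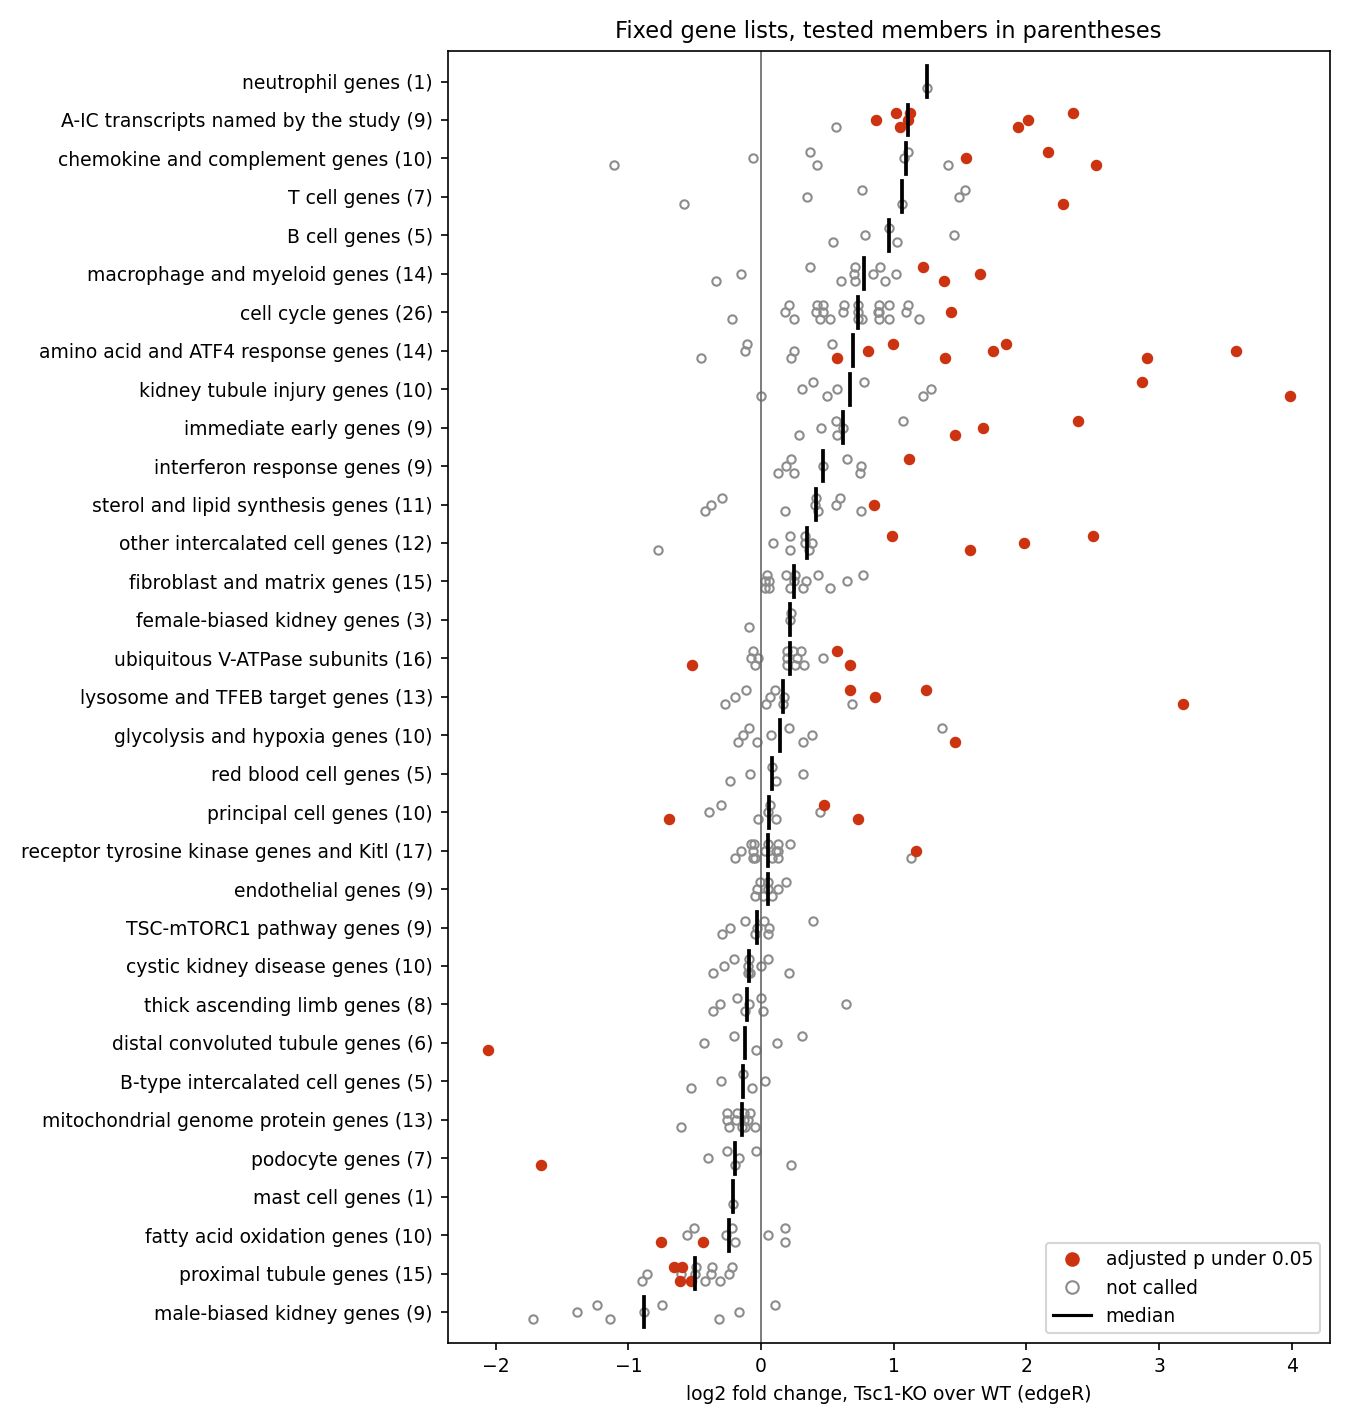
Log2 fold change of Tsc1-KO over WT (horizontal axis) of each tested member of the fixed gene lists (vertical axis, number of tested members in parentheses), without the sex-linked list. Filled red points had an edgeR adjusted p under 0.05, open points did not, and black bars mark list medians, which were 1.10 for the A-type intercalated cell transcripts and -0.50 for proximal tubule genes.

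Myeloid, chemokine, complement and tubule injury genes were higher as sets. Of 14 macrophage and myeloid genes, the chemokine receptor Ccr2 (1.65), the integrin Itgam (1.38) and lysozyme Lyz2 (1.22) rose, 11 did over the list alone, and the set was higher (adjusted p = 1.1e-06; adjusted p = 0.244 with an estimated correlation). Itgax had a log2 change of 0.84 and was not called (adjusted p = 0.0649). Of the 14 myeloid genes 12 had positive values, while Csf1r (-0.15) and Fcgr3 (-0.34) had negative ones. Itgam rested on few reads, at 0.439 ± 0.0693 CPM in WT and 1.15 ± 0.227 CPM in Tsc1-KO (SD, n = 4 each). Of 10 chemokine and complement genes, C4b (2.53), Ccl5 (2.17) and C3 (1.55) rose, 8 rose and 1 fell over the list alone, and the set was higher (adjusted p = 2.5e-06; adjusted p = 0.141 with an estimated correlation). The 1 that fell was Cfb (-1.11, adjusted p = 0.129 over all genes). Among 10 genes of tubule injury, Timp1, an inhibitor of matrix proteases, had a log2 change of 3.98 (adjusted p = 0.00564) and Lcn2, a secreted injury marker, of 2.87 (adjusted p = 0.0292). Havcr1, also on that list, had a log2 change of -0.00125 (adjusted p = 0.999). Timp1 rested on few reads in WT, at 0.297 ± 0.17 CPM against 4.77 ± 2.93 CPM in Tsc1-KO (SD, n = 4 each). Spp1 missed the threshold at 1.28 (adjusted p = 0.157), 4 injury genes rose over the list alone, and the set was higher (adjusted p = 0.000147; adjusted p = 0.344 with an estimated correlation). Lcn2 and Itgam each kept the call in 1 of the 8 fits with 1 library left out, Lyz2 in 3 and C3 in 6.

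Other immune and stromal lists held fewer calls. Cd8b1 (2.27, adjusted p = 0.0358) was the only edgeR call among 7 tested T cell genes, in 2 of the 8 fits with 1 library left out. Cd8b1 rested on few reads, at 0.178 ± 0.115 CPM in WT and 0.876 ± 0.307 CPM in Tsc1-KO (SD, n = 4 each). Lck (1.06) was not called by edgeR (adjusted p = 0.117), while its authors' deposited adjusted p was 0.0477. Over the list alone 3 rose, and the set was higher (adjusted p = 0.02, and adjusted p = 0.509 with an estimated correlation). Among 9 interferon response genes Usp18 rose (1.12, kept in 2 of the 8 fits), 3 rose over the list alone, and the set was higher (adjusted p = 0.00432; adjusted p = 0.509 with an estimated correlation). All 15 fibroblast and matrix genes had positive values, and edgeR called none over all genes. Among them were Tgfb1 (0.43, adjusted p = 0.0616) and Fn1 (0.65, adjusted p = 0.0725), for which the authors' deposited adjusted p was 0.0491 and 0.0216. Over the list alone 2 rose, and the set had an adjusted p of 0.0436 (adjusted p = 0.544 with an estimated correlation). None of 5 B cell genes was called by either adjustment (set adjusted p = 0.107). Of 6 neutrophil and 6 mast cell genes only 1 each had enough counts, neither called by either adjustment: the mast cell receptor subunit Ms4a2 had a log2 change of -0.21 (adjusted p = 0.881). The 5 tested red blood cell genes held no call by either adjustment; their median was 0.08 and their mean 0.04 while the set test pointed down (adjusted p = 0.682), and the median changed sign when Tsc1-KO 8 or WT 4 was left out. Without Tsc1-KO 8 the set was lower (adjusted p = 0.00268).

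The lists of sex-linked, male-biased and female-biased genes held no edgeR call by either adjustment, while the authors' deposited adjusted p for the male-biased gene Kap was 0.0348. The 5 sex-linked genes had a median log2 change near 0 and a mean of 0.12, with the set test pointing down (adjusted p = 0.975). The 9 male-biased kidney genes had a median of -0.88 (set adjusted p = 0.185), among them the androgen-regulated gene Kap (-0.75, adjusted p = 0.164), and the 3 female-biased genes of 0.22 (set adjusted p = 0.854). Nnt, which differs between C57BL/6 substrains, had 1.71 ± 0.67 CPM in WT and 2.03 ± 0.347 CPM in Tsc1-KO (SD, n = 4 each; log2 change 0.25, adjusted p = 0.764). Over the 34 fixed lists, 32 were tested as sets and 16 passed with the preset correlation, 13 higher and 3 lower, while 0 passed with an estimated correlation. Of those 16, fry passed for A-type and other intercalated cell, proximal tubule, myeloid, glycolysis, ATF4, immediate early and chemokine genes. Their fry adjusted p ranged from 0.00862 to 0.0308. Fry did not pass for cell cycle (adjusted p = 0.14), podocyte (0.14), T cell (0.126) and injury genes (0.0883). Nor did it for fibroblast (0.171), interferon (0.0901), lysosomal (0.0812) and fatty acid oxidation genes (0.0883). With the preset correlation and 1 library left out at a time, the set calls of fibroblast genes (4 of 8 fits), glycolysis genes (5), fatty acid oxidation genes (6) and podocyte, T cell and lysosomal genes (7 each) were lost in some fits.

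The highest changes by the rule for named genes belonged to transcripts almost unread in WT. Matn1, a cartilage matrix protein, had 0 counts in every WT library and was at least 248-fold higher in Tsc1-KO, and the olfactory receptor Olfr1033 was at least 154-fold higher. Gbp2b, an interferon-inducible GTPase, had a log2 change of 8.04 (SE 0.58), Eef1a2, an elongation factor, of 8.33 (SE 1.38), the potassium channel Kcnc4 of 7.32 (SE 0.93) and Nyx of 6.76 (SE 0.36). Nyx, a leucine-rich repeat protein known from the retina, went from 0.168 ± 0.0638 to 18.6 ± 6.85 CPM (SD, n = 4 each). The values of Gbp2b, Eef1a2 and Kcnc4 rest on few reads in a single WT library: with 1 library left out, they ranged from 7.66 to 10.95, from 7.63 to 9.998 and from 6.86 to 10.23, highest without the WT library that held the reads. Rnase1 (5.10; 4.64 to 5.57 with 1 library left out), Diras2 (5.04; 4.61 to 5.82), the collagen Col24a1 (4.79) and Fetub (4.66) completed the higher group. The Matn1 call (adjusted p = 0.028) held in 2 of the 8 fits with 1 library left out, and that of Eef1a2 in 7. Olfr1033 and Eef1a2 lie on chromosome 2 outside 20 Mb of Tsc1. In that part 8.41% of tested genes were called, against 4.48% on the other chromosomes. Whether these large changes come from the deletion of Tsc1 or from variants of another mouse strain was not tested.

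By the same rule, which leaves out genes with few counts and pseudogenes, the decreases included those of Mybpc3, a myosin-binding protein of heart muscle (10.5 ± 1.63 to 0.4 ± 0.162 CPM, SD, n = 4 each; log2 change -4.71, SE 0.31, the furthest by the rule), and of Angptl7, a secreted angiopoietin-like protein (117 ± 44.4 to 11.5 ± 7.17 CPM; log2 change -3.35, SE 0.49, called in 7 of the 8 fits with 1 library left out). Mansc4 (-3.02), Nell2 (-2.94), the aldo-keto reductase Akr1c21 (-2.70) and Cnbd2 (-2.53) also fell. Eif3j2 (-3.90), Eno1b (-3.28) and Amd2 (-1.97) fell as well, and each has a near-identical copy elsewhere in the genome. For Eif3j2 the summed reads of the copies moved little: Eif3j1 and Eif3j2 together had 46.0 ± 5.66 CPM in WT and 44.8 ± 5.68 CPM in Tsc1-KO (SD, n = 4 each), a log2 ratio of -0.04. For Eno1b and Amd2 the other copy held most of the reads, so their sum does not show whether reads moved between copies. As with Eif3j2, the sum moved little for copies looked up after their values were seen: Rps3a1, which encodes a ribosomal protein, had 392 ± 81.1 CPM in WT and 110 ± 60.6 CPM in Tsc1-KO, whereas the processed copies Rps3a2 and Rps3a3 went from 1.25 ± 0.316 to 132 ± 23.6 and from 1.44 ± 0.273 to 123 ± 46.4 CPM (SD, n = 4 each). Their sum had a log2 ratio of -0.11. Among the 88 genes called outside 20 Mb of Tsc1 with an absolute log2 change over 3, 20 were pseudogenes.

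**Figure D3:**
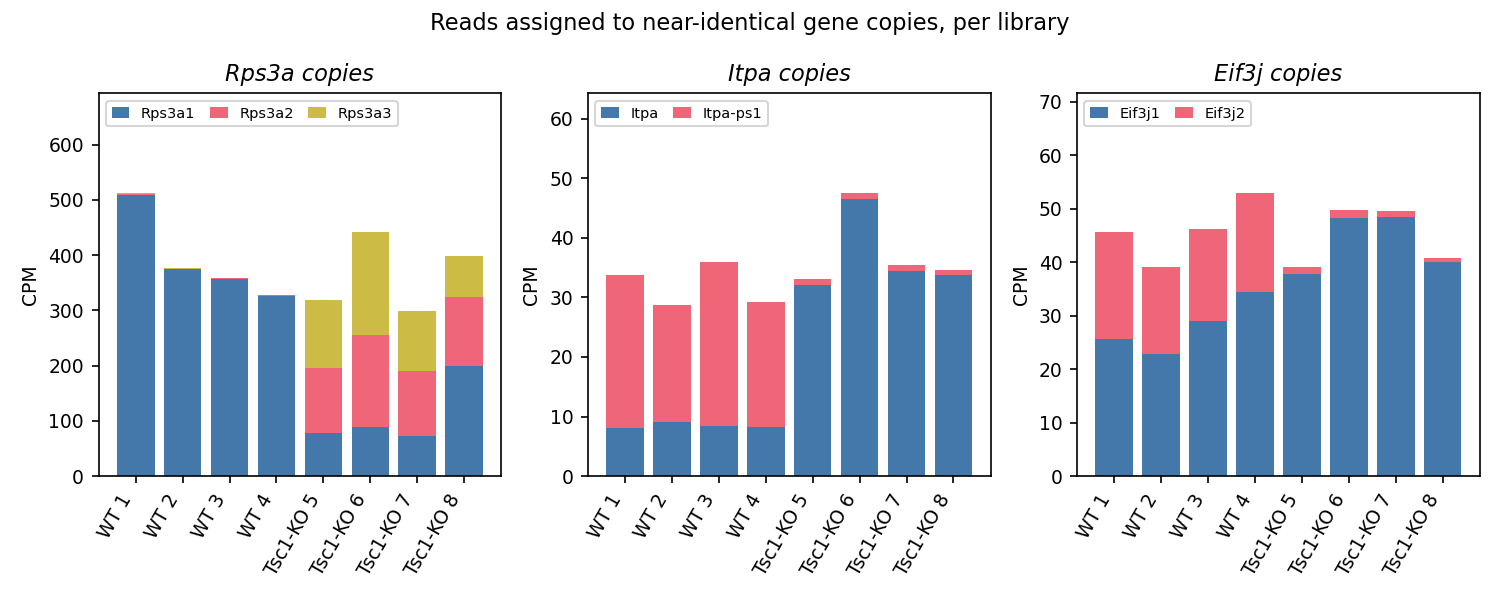
Stacked library-size scaled read counts (CPM, vertical axis) assigned to near-identical gene copies in each of the 8 kidney libraries (horizontal axis), with 1 color per copy. The share of each copy differed between genotypes while the summed height had a log2 ratio of Tsc1-KO over WT of -0.11 for Rps3a, 0.24 for Itpa and -0.04 for Eif3j.

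Because the floxed allele can carry flanking chromosome of another mouse strain, calls near Tsc1 were counted. Within 20 Mb of Tsc1, 9 of 338 tested genes were called (2.66%), against 833 of 17709 elsewhere (4.70%), an odds ratio of 0.554 (95% confidence interval 0.25 to 1.07, two-sided Fisher's exact p = 0.089). The rest of chromosome 2, examined after the calls were seen, had 86 of 1022 genes called (8.41%), against 747 of 16687 on the other chromosomes (4.48%), an odds ratio of 1.96 (95% confidence interval 1.53 to 2.48, two-sided Fisher's exact p = 1.2e-07).

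The authors' deposited table lists 1004 higher and 502 lower genes at an adjusted p under 0.05, of which 632 and 209 were also called here by edgeR in the same direction. Genes said above not to be called are so by edgeR, and the authors' table calls some of them. Examples are Aurka (authors' adjusted p = 0.018), Mcm3 (0.0223), Itgax (0.0155) and Srebf1 (0.0269). The authors' deposited table gives a log2 change of 1.03 for Kit, 1.92 for Foxi1 and -0.07 for Tsc1. Across the tested genes, the log2 changes of edgeR and of the authors' deposited table had a Pearson's r of 0.9996, where genes are not independent replicates.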

Values the study reported

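The study reported 1505 differentially expressed transcripts between Tsc1-KO and WT kidneys at day 28, of which 1004 were higher and 501 lower in Tsc1-KO. It counted 893 of the higher and 436 of the lower transcripts as protein-coding.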

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

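The comparison of pseudogene numbers, the mast cell levels set against the rise of Kit, the count on the rest of chromosome 2 and the fits with Y-linked reads were chosen after the results were seen, and the other tests of this part were fixed before. For the genes followed singly, 218 groups of 4 libraries were searched for a library far from the other 3 (a gap to the nearest library above 0.829 of the group's range), and 14 had one, where chance gives about 1 in 20.

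In WT 1, Tsc1 stood at 42.8 CPM, against 53.3 to 55.3 in the other WT libraries, and Pdk1 at 22.6 CPM, against 26.3 to 27.0. WT 2 had 205 CPM of the enolase copy Gm4735, against 109 to 114 in the other WT libraries. Single WT libraries held the few reads of genes with 0 counts in the other WT libraries: Eef1a2 had 0.037 CPM in WT 3, Gbp2b 0.112 CPM in WT 4 and Kcnc4 0.116 CPM in WT 2. Tsc1-KO 7 was low for Col24a1 (11.3 CPM, others 21.0 to 22.9), for Mybpc3 (0.157 CPM, others 0.467 to 0.498) and for Serpinb9 (95.3 CPM, others 227 to 248). Tsc1-KO 6 was high for Ccl5 (8.31 CPM, others 2.45 to 3.24), Rps3a2 (167 CPM, others 118 to 124), Itpa (46.4 CPM, others 32.1 to 34.5) and Ms4a2 (1.06 CPM, others 0.408 to 0.501). Tsc1-KO 8 was high for Rps3a1 (199.9 CPM, others 71.8 to 88.9).

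The number of changed genes was weighed against chance, sex and strain. Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, called as many as 842 genes. The highest other, which follows the Y-linked reads, called 30. The smallest share that 35 splits can give is 1 of 35, so this test cannot exclude chance. The other splits also mix the genotypes, which widens the spread within their groups, so their low counts carry little weight. The genotypes differed by 0 in the number of libraries with Y-linked reads, and 839 of the 842 genes were also called with those reads as a term. Within 20 Mb of the floxed allele the odds ratio of calls was 0.554 (95% confidence interval 0.25 to 1.07). That met the prediction set beforehand for no block of another strain there. The comparison takes genes elsewhere as free of strain differences, which is itself open here, so it cannot decide. The rest of chromosome 2, which lies among those other genes, had an odds ratio of 1.96 against the other chromosomes. Among the 88 genes called outside that region with an absolute log2 change over 3, 20 were pseudogenes, where draws of tested genes matched on mean count gave a median of 8 and 1 of 10000 draws was as high; a candidate explanation for part of the largest changes is therefore variants of another strain against the reference. Such variants may apply to Rps3a1, Itpa and Eif3j2, whose copies changed in opposite directions while their sum moved less (log2 ratios of -0.11, 0.24 and -0.04). Whether reads moved between copies was not tested on the reads themselves. The smaller changes (22 pseudogenes among 745 genes) stay open between strain and the deletion of Tsc1. A strain difference shared by all Tsc1-KO libraries would fall between the same libraries as the genotype. Not every one did: H2-Ea-ps, which is inactive in C57BL/6, had 560, 1, 0 and 704 counts in Tsc1-KO 5, 6, 7 and 8.

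Higher Kit was weighed against more mast cells, which express Kit at high levels. Only 1 of 6 mast cell genes had enough counts to be tested, so the planned median could not decide, and the summed levels were used. The 6 genes together had 1.53 CPM in Tsc1-KO and 0.89 CPM in WT, with 2.58 CPM in the highest library, whereas Kit rose by 30.3 CPM. This argues against mast cells as the source of the rise. More intercalated cells, or more Kit per cell, may each account for it, and whole-kidney counts alone do not separate them.

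Higher Slc4a1 was weighed against more red blood cell RNA, since erythroid cells express this anion exchanger. The median log2 change of 4 globin genes and Alas2 was 0.081 (SD over those genes 0.207). It lay below the 1.12 of Slc4a1 by more than that spread, which argues against red blood cell RNA as the source. That SD does not measure the spread between libraries, and the SE of the single genes was 0.416 (Hbb-bs) to 0.471 (Hba-a1). That median was not stable: it was -0.61 without Tsc1-KO 8 and 0.35 without Tsc1-KO 5 (Slc4a1 0.96), and -0.69 in the libraries without Y-linked reads (Slc4a1 1.21) and 0.66 in those with them (Slc4a1 0.99). The rise of Slc4a1 together with Foxi1 and Atp6v0d2 is consistent with a change in intercalated cells as a hypothesis, found and tested on the same libraries.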

How the results depend on the processing

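The term for Y-linked reads, the fits on libraries with or without those reads alone and the calls without genes near Tsc1 were chosen after seeing the data, and the other alternatives were fixed before. No paired analysis was possible because the labels give the groups no shared replicate numbers.

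Under the 19 alternative fits of the counts, with a preset correlation, the A-type intercalated cell transcripts (median 0.98 to 1.25) and the other intercalated cell genes (median 0.27 to 0.44) stayed higher as sets, and 11 to 20 lists passed as sets. With an estimated correlation neither passed (adjusted p = 0.141 for each), nor did any of the 32 lists. Kit (0.82 to 1.20) and Foxi1 (1.75 to 2.11) kept their direction and lost the call only in the libraries with Y-linked reads alone (0.96 and 1.90), where 4 libraries were tested; adjusted p ranged up to 0.327 for Kit and 0.0708 for Foxi1. The DESeq2 Wald test called 1003 higher and 500 lower genes (1003 and 499 beyond a log2 change of 0.3), including 841 of the 842. With 1 surrogate variable 404 genes were lower, and with the Y-linked term 317, counts that were the same beyond 0.3; the surrogate variable correlated with the Y-linked split at r = 0.882. Libraries with Y-linked reads alone gave 35 higher and 23 lower genes, and those without 248 and 110, again the same beyond 0.3, with fewer libraries in each fit. Leaving out 1 library at a time gave 321 (without WT 3) to 833 (without Tsc1-KO 7) higher and 107 (without WT 1) to 373 (without Tsc1-KO 7) lower genes, at any change or beyond 0.3. Library totals without TMM gave 904 higher and 154 lower genes (85.4% higher, against 75.1%), and the cause was not tested. Limma on log2(FPKM + 1) called 452 higher and 185 lower genes and kept 595 of the 842.

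Tsc1, never called, changed sign with library totals (0.0364), in the libraries without Y-linked reads (0.0043) and with single libraries left out (-0.214 to 0.0949). The percentage of genes called within 20 Mb of Tsc1 was 2.66 and passed the exact test as lower than elsewhere with DESeq2 size factors (2.37), library totals (2.96), no filter (1.38), the DESeq2 Wald test (3.11), the surrogate variable and the Y-linked term (3.25 each), a 10 Mb window (1.83) and without Tsc1-KO 7 (3.44, the highest of a range from 1.70); in the libraries with Y-linked reads alone it was 0.576, higher than elsewhere, which did not pass (odds ratio 1.86, p = 0.299). The cause was not tested for these.

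Over the same 19 fits, lists not called in the main fit passed as sets in some: distal convoluted tubule (9), ubiquitous V-ATPase (8), mitochondrial genome (5), B cell (3 of 18 fits with enough genes), and sterol, male-biased and red blood cell genes (2 each). The red blood cell set was lower without Tsc1-KO 8 (adjusted p = 0.00268) and in the libraries without Y-linked reads (adjusted p = 0.00036). Called lists that did not pass in every fit were podocyte (17 of 19), fatty acid oxidation (16), T cell and glycolysis (14 each), fibroblast (13) and lysosomal genes (18). Lists not called in the main fit also changed the sign of their median. For sex-linked genes it was -0.0141 with DESeq2 size factors, -0.00484 without a filter, -0.0156 with DESeq2, -0.00227 with limma-voom, -0.00257 in libraries with Y-linked reads, and -0.75 to 0.74 with 1 library left out. For red blood cell genes it was -0.0149 without a filter, -0.0196 with DESeq2, -0.195 with limma-voom, -0.0758 with the Y-linked term, -0.695 in libraries without Y-linked reads, and -0.61 to 0.35 with 1 left out. In libraries without Y-linked reads it was -0.14 for principal cell, -0.0241 for endothelial, 0.188 for male-biased, -0.254 for female-biased and 0.00784 for TSC-mTORC1 genes, which also had 0.0585 with library totals; the log2 change of Aqp2 was -0.0388. With 1 library left out, the ranges were -0.0447 to 0.162 for principal cell, -0.14 to 0.38 for female-biased, -0.0397 to 0.129 for receptor tyrosine kinase and -0.17 to 0.0025 for cystic disease genes, and -0.0279 to 0.243 for Aqp2. The cause was not tested for these. Of the 85 called genes followed under the alternatives, 59 (without WT 3) to 82 (without Tsc1-KO 7) kept their call with 1 library left out, and none changed sign. Depth limited which genes could be tested: 12539 genes had too few counts, among them 5 of 6 mast cell genes. At a log2 change of 0.5, 10% of simulated changes were recovered by edgeR, all in genes with a mean above 1 CPM.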

Other observations

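The genes of the first paragraph, the strain-dependent genes and all tests of this part were chosen after the values were seen. Several abundant kidney transcripts outside the fixed lists also differed. Ren1, which encodes renin of the juxtaglomerular cells, fell from 242 ± 43.4 CPM in WT to 119 ± 23.3 CPM in Tsc1-KO (SD, n = 4 each; log2 change -1.03, SE 0.17, adjusted p = 0.00518). Gatm, the mitochondrial enzyme that begins creatine synthesis, fell from 1647 ± 91.9 to 788 ± 153 CPM (log2 change -1.06, SE 0.14). Kcnj16, a basolateral potassium channel subunit of the tubule, fell from 910 ± 33.5 to 491 ± 28.6 CPM (log2 change -0.89, SE 0.10). Cdkn1a, the cell cycle inhibitor p21, rose from 7.15 ± 0.695 to 31.4 ± 13.7 CPM (log2 change 2.13, SE 0.29). Serpinb9, an inhibitor of granzyme B, rose from 26.3 ± 5.97 to 200 ± 70.5 CPM (log2 change 2.93, SE 0.31). All 5 calls were kept when any 1 library was left out, and the groups of each gene did not overlap.

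Genes known to differ between mouse strains were looked up. Ifi202b, an interferon-inducible gene that is silent in C57BL/6, had 0 counts in every WT library and between 70 and 131 counts in the Tsc1-KO libraries, at least 110-fold higher. H2-Ea-ps, a class II histocompatibility gene that is inactive in C57BL/6, had 0 counts in every WT library and 560, 1, 0 and 704 counts in Tsc1-KO 5, 6, 7 and 8.

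The libraries with and without Y-linked reads were compared for a different response to genotype. Log2 changes of the libraries with and without such reads correlated at Pearson's r = 0.663 over 17715 genes, which are not independent replicates. Both fits called 50 genes in common, all with the same sign. An interaction term in edgeR called 0 of 18048 genes, with 356 at an unadjusted p under 0.05; no other tool was run. With the Y-linked term in the model, the 18 splits that keep Y-linked reads balanced gave 1096 genes for the real one and at most 1 for the others. Those other splits mix the genotypes within their groups, so their low counts carry little weight.

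At an adjusted p under 0.05, 632 genes were higher and 210 lower here, of which 567 and 182 were protein-coding. All of these counts are lower than the values quoted from the study above. On the same read counts the DESeq2 Wald test called 1003 higher and 500 lower genes, near the study's 1004 and 501. The gap therefore goes with the test and filter used here.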
